# Identification and characterization of long noncoding RNAs and mRNAs expression profiles related to postnatal liver maturation of breeder roosters using Ribo-zero RNA sequencing

**DOI:** 10.1186/s12864-018-4891-7

**Published:** 2018-06-27

**Authors:** Shengru Wu, Yanli Liu, Wei Guo, Xi Cheng, Xiaochun Ren, Si Chen, Xueyuan Li, Yongle Duan, Qingzhu Sun, Xiaojun Yang

**Keywords:** Postnatal liver maturation, LncRNAs, Transcriptome, Chicken, Differential expression

## Abstract

**Background:**

The liver is mainly hematopoietic in the embryo, and converts into a major metabolic organ in the adult. Therefore, it is intensively remodeled after birth to adapt and perform adult functions. Long non-coding RNAs (lncRNAs) are involved in organ development and cell differentiation, likely they have potential roles in regulating postnatal liver development. Herein, in order to understand the roles of lncRNAs in postnatal liver maturation, we analyzed the lncRNAs and mRNAs expression profiles in immature and mature livers from one-day-old and adult (40 weeks of age) breeder roosters by Ribo-Zero RNA-Sequencing.

**Results:**

Around 21,939 protein-coding genes and 2220 predicted lncRNAs were expressed in livers of breeder roosters. Compared to protein-coding genes, the identified chicken lncRNAs shared fewer exons, shorter transcript length, and significantly lower expression levels. Notably, in comparison between the livers of newborn and adult breeder roosters, a total of 1570 mRNAs and 214 lncRNAs were differentially expressed with the criteria of log_2_fold change > 1 or < − 1 and *P* values < 0.05, which were validated by qPCR using randomly selected five mRNAs and five lncRNAs. Further GO and KEGG analyses have revealed that the differentially expressed mRNAs were involved in the hepatic metabolic and immune functional changes, as well as some biological processes and pathways including cell proliferation, apoptotic and cell cycle that are implicated in the development of liver. We also investigated the cis- and trans- regulatory effects of differentially expressed lncRNAs on its target genes. GO and KEGG analyses indicated that these lncRNAs had their neighbor protein coding genes and trans-regulated genes associated with adapting of adult hepatic functions, as well as some pathways involved in liver development, such as cell cycle pathway, Notch signaling pathway, Hedgehog signaling pathway, and Wnt signaling pathway.

**Conclusions:**

This study provides a catalog of mRNAs and lncRNAs related to postnatal liver maturation of chicken, and will contribute to a fuller understanding of biological processes or signaling pathways involved in significant functional transition during postnatal liver development that differentially expressed genes and lncRNAs could take part in.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4891-7) contains supplementary material, which is available to authorized users.

## Background

Liver is the most important metabolic organ exhibiting both endocrine and exocrine properties [1]. However, most of the liver functions are not mature at birth and many changes are extensively remodeled during postnatal liver development to rapidly adapt and perform adult functions [2]. Functional adaption during postnatal liver development is relied on finely programmed alteration of gene expression [3]. Cui et al. [4] and Peng et al. [5] reported that the Cytochrome P450 gene isoforms and their alternative transcripts were closely related to postnatal liver development of mouse. Some other important genes, such as yes-associated protein, aryl, estrogen, and hydroxysteroid sulfotransferases, also could regulate the process of postnatal liver development [6, 7]. Using recently developed RNA sequencing techniques, several genes have been found to involve in postnatal liver development of mouse [8]. However, the differentially expressed genes in chicken liver, which involved in postnatal liver development process and the adaption of mature hepatic metabolic and immune functions, have not been reported before.

It is well-known that protein-coding genes account for only approximately 1.5% of the genome, meaning that most of transcripts have little translation potential [9–11], and these non-coding RNAs could play crucial roles in regulating target gene expressions [11, 12]. As the most important non-protein coding transcripts longer than 200 base pairs, long noncoding RNAs (LncRNAs) are extensively expressed in several species of animals [8, 13–15]. Studies on lncRNAs have been shown to control several levels of the gene expression program, including DNA methylation [16], mRNA expression and degradation [17], and the effective concentration of miRNAs [18], by acting as signal, decoys, guides, scaffolds [11], or competing endogenous RNA [18]. These results have highlighted the regulatory roles of lncRNAs in regulating epigenetic modification and gene expression. However, compared with the extensive characterization of DNA methylation and alternative pre-mRNA splicing related to fetal-to-adult liver maturation [19, 20], the roles of lncRNAs in regulating postnatal liver maturation need to pay more attentions.

RNA-seq technology has rapidly developed to enable discovery and analysis of non-coding RNA, and differential methods have been developed to identify novel lncRNAs using RNA-seq data. With oligo (dT) selection of poly (A)^+^ mRNA, recent studies in mice have focused on the changes of lncRNAs or mRNAs related to the regulation of postnatal live development and functional changes [8, 21, 22]. However, not all of the lncRNAs contains 3’polyadenylation [23]. Thus it could ignore some lncRNAs information by using poly (A) selection methods to prepare cDNA library. Compared with poly (A) selection Sequencing, Ribo-Zero RNA Sequencing, which provided equivalent rRNA removal efficiency and coverage uniformity but exhibited a highly technical reproducibility, can help study poly (A)^−^ mRNA, immature transcripts, and the lncRNAs [24, 25]. In contrast to the small RNAs, which are highly conserved and involved in transcriptional and posttranscriptional gene silencing through specific base pairing with their targets, lncRNAs are poorly conserved and regulate gene expression by diverse mechanisms, suggesting primarily lineage-specific functions [26].

Hence, we hypothesized that postnatal liver maturation of chicken were related to their differential lncRNA expression profiles. Herein, we investigated the expression profiles of lncRNAs and mRNAs related to postnatal liver maturation of chicken by Ribo-Zero RNA-Seq [27] by using 6 livers transcriptome libraries from arbor acres roosters, which is one of the most used broiler breeder roosters. Taken together, these expression profiles could especially clarify the changes of mRNAs related to postnatal liver maturation and the roles of lncRNAs in postnatal liver development, metabolism, and other liver functions.

## Results

### RNA sequencing and identification of mRNA and lncRNAs in chicken liver

To systematically identify mRNAs and lncRNAs expressed in the mature and immature livers of breeder roosters, we generated six RNA expression profiles of liver tissues with an average of 87 million 150 bp paired end raw reads. 

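Livers of Arbor Acres breeder roosters were sequenced in 6 strand-specific libraries after removal of ribosomal RNA. Each of the 3 immature libraries pooled the livers of 4 chicks aged 1 day, and each of the 3 mature libraries held the liver of 1 rooster aged 40 weeks, so the spread between single chicks is averaged within each pool. By the paper's Table 1 the immature libraries IM1, IM2 and IM3 held 64371012, 56267806 and 66562834 valid reads, and the mature libraries M1, M2 and M3 held 73446942, 78312446 and 66231654. The share of raw reads that were valid moved with the group: it was 71.5, 62.8 and 74.0% in the immature libraries and 86.2, 87.0 and 86.1% in the mature libraries. Of the valid reads, 86.2, 78.6 and 79.6% were mapped in the immature libraries and 92.2, 89.1 and 87.7% in the mature libraries. The authors' deposited tables list 1480 mRNAs and 622 lncRNAs that the authors had already called differentially expressed. Each transcript has 1 FPKM value per group (fragments per kilobase of transcript, scaled to the number of mapped fragments), a log2 ratio and an unadjusted p-value. The FPKM of a group carry no replicate values and no read counts, so they are given as the authors' values without an error, and the depth behind each is unknown. The submitters' processing notes name FastQC, TopHat, Bowtie2 2.0.6, Cufflinks, Cuffdiff and DESeq, and the genome build of the deposited coordinates is not given in the sources used here.

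Log2 differences are mature minus immature livers on log2(FPKM + 1), a scale that understates the change of transcripts with low values. A transcript was called when the authors' p-value, adjusted by the Benjamini-Hochberg method, was under 0.05. The adjustment counted the 27353 mRNAs or 9063 lncRNAs of the series' own text, with the transcripts not listed ranked after those listed. The direction of 22 gene lists and 9 sets of cell type markers was tested with a two-sided Fisher's exact test. It set members higher and lower against the other mRNAs of the table. The lists were fixed before the deposited tables were examined. Values of many genes in the paper's Tables S4 and S5, from the same 6 libraries, had been seen by then. Genes of a list that are not listed in the table have no value here and are not counted as unchanged. Values per library came from the paper's tables of the assembly on Gallus gallus 5, of which the first 1999 of the 2220 rows of Table S2, 791 of the 1570 rows of Table S4, 912 of the 21938 rows of Table S1 and all 214 rows of Table S5 were at hand. They were tested with limma on the same log2 scale, and the genes of Tables S4 and S5 had been selected by the study on these 6 libraries. The spread was shared between the rows of a table, and most named genes of Table S4 lost their call without this sharing.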

After initial processing, the average of 58 million valid reads were obtained from each sequencing library (Table 1). By using TopHat [28], nearly 86% of the reads were mapped to the *Gallus gallus* reference genome (Galgal5). The mapped sequences in each library were assembled and annotated using the StringTie [29]. In the present study, a total of 20,158, 19,726, 19,751, 19,351, 19,543, and 19,687 unique genes from the six libraries were respectively identified (Table 1 and Additional file 1). According to length and coding potentials (see methods), we identified 1918, 1927, 1932, 2019, 2042, and 2022 unique lncRNAs from those six libraries (Table 1 and Additional file 2). These 2220 unique lncRNAs were distributed across the chromosomes in *Gallus gallus* related to the length of the chromosomes (Fig. 1a). According to the locations of lncRNAs in the genome, 80 antisense, 49 sense, 1922 intergenic, 32 intronic, and 137 intron lncRNAs were identified among our identified lncRNAs (Fig. 1b). Moreover, the sequence information of all identified lncRNAs were listed in Additional file 3.

**Table 1:** Statistical data of the RNA-Sequencing reads for six samples

	Mature liver			Immature liver		
	M1	M2	M3	IM1	IM2	IM3
Q20 (%)	99.53	99.55	99.51	99.56	99.47	99.52
Q30 (%)	95.48	95.49	94.78	95.66	94.67	94.89
GC content (%)	51	52.5	50	50	51	50
Raw reads	85,224,338	90,000,000	76,894,960	90,000,000	89,618,576	90,000,000
Valid reads	73,446,942	78,312,446	66,231,654	64,371,012	56,267,806	66,562,834
Mapped reads	67,733,671 (92.22%)	69,790,614 (89.12%)	58,100,222 (87.72%)	55,492,843 (86.21%)	44,247,356 (78.64%)	53,016,014 (79.65%)
Unique genes	20,158	19,726	19,751	19,351	19,543	19,687
Unique lncRNAs	1918	1927	1932	2019	2042	2022

**Fig. 1:**
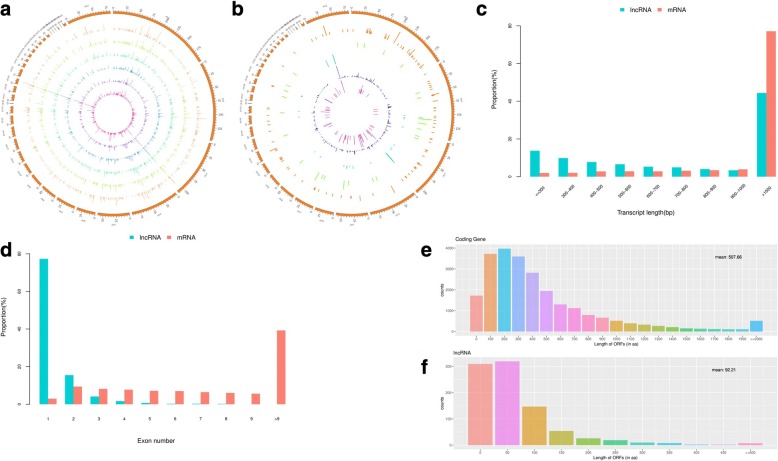
Characteristics of lncRNAs in the livers of chickens (*Gallus gallus*). **a**. the expression level of lncRNAs (log_10_FPKM) along the *Gallus gallus* chromosomes. It comprises six concentric rings, and each corresponds to a different sample. They are mature livers (M1, M2, and M3) and immature livers (IM1, IM2, and IM3) from outer to inner, respectively. **b**. Distribution of different types of lncRNAs. The antisense, intron, intronic, sense, and intergenic lncRNAs are represented by different concentric rings from inner to outer, according to the loci of lncRNAs in the genome. **c**. Length distribution of lncRNAs and mRNAs. **d** Exon number distribution of protein coding transcripts and lncRNAs. **e** and **f**. ORFs length distribution of coding transcripts and lncRNAs, and the average value were shown in these two figures

In the present study, the average length of lncRNAs was 1718 bp compared to more than 2936 bp for protein-coding genes, which indicated that lncRNAs were shorter than protein coding transcripts (Fig. 1c). Genes of lncRNAs tend to contain fewer exon: lncRNAs identified in our study had only 1.35 exons per transcript on average while protein-coding genes had averaged 10.15 exons (Fig. 1d). Furthermore, the lncRNAs in chicken livers tended to be shorter in length of open reading frame than protein coding genes (Fig. 1e and f). 

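The glycolytic enzyme gene GAPDH was listed at 2536 FPKM in immature and 1257 FPKM in mature livers, while most intergenic lncRNAs of the deposited tables were listed below 1 FPKM. The median mRNA of the deposited table had 3.25 FPKM in immature livers and 3.71 FPKM in mature livers. The median lncRNA had 0.768 and 0.738 FPKM, so that the mRNA median was 4.24 times the lncRNA median in immature livers and 5.03 times in mature livers. In immature livers 90.4% of the lncRNAs lay under the mRNA median, and in mature livers 89.4%. Among the lncRNAs that fell, TCONS_00009223 on chromosome 1 (141705344 to 141739987) went from 6.30 to 0.553 FPKM, which is above the mRNA median in immature livers only. The medians differed by 1.27 in immature and 1.44 in mature livers on log2(FPKM + 1), and by 1.95 and 2.19 with a pseudocount of 0.1. Both tables hold only transcripts that the authors had called, and the group values allow no test across libraries.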

Overall, lncRNAs identified in our study were characterized with fewer exons, shorter transcript length, and significantly lower expression levels, compared to protein-coding genes, which is consistent with previous studies in other species as well as in chickens [30–32].

### Developmental changes of protein-coding genes and lncRNAs in postnatal liver development of chicken

We gathered 1570 differentially expressed mRNAs between immature and mature livers meeting the criteria of *P* < 0.05 and log_2_foldchange > 1 or < − 1. Of these, 381 genes were up-regulated and 1189 mRNAs were down-regulated in the mature livers relative to the immature livers in breeder roosters (Fig. 2a and Additional file 4). In addition, 214 differentially expressed lncRNAs between immature and mature livers meeting the criteria of *P* < 0.05 and log_2_foldchange > 1 or < − 1 were obtained. 

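The largest rises among called mRNAs with a gene symbol included CHIA, which encodes an acidic chitinase and rose from 4.81 FPKM in immature to 357 FPKM in mature livers (log2 difference 5.94; chromosome 26, 5115393 to 5134513). CP, the gene of the copper-carrying plasma protein ceruloplasmin, rose from 1.82 to 112 FPKM (5.32). AGMO, an enzyme that cleaves alkylglycerol ethers, rose from 0.0451 to 33.0 FPKM (5.03), and the kinase gene SIK1 from 1.85 to 80.8 FPKM (4.84). The largest fall was that of LFABP, a fatty acid-binding protein of liver, from 2119 to 5.09 FPKM (-8.44; chromosome 4, 85503586 to 85507317). GATM, an enzyme of creatine synthesis, fell from 196 to 6.85 FPKM (-4.65), and lipoprotein lipase (LPL) from 25.5 to 0.968 FPKM (-3.75). KPNA2, an importin of nuclear proteins, fell from 35.4 to 1.41 FPKM (-3.92).

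In all, 812 of the 1480 deposited mRNAs were listed higher in mature livers and 668 lower. Of these, 589 higher and 470 lower mRNAs had an adjusted p under 0.05. At an unadjusted p under 0.05 and a difference over 1 or under -1 on log2(FPKM + 1), 532 mRNAs were higher and 441 lower. The paper names DESeq for its fold changes, but those it lists per gene equal differences of mean log2(FPKM + 1) over libraries. Without a pseudocount, a setting chosen after the data were seen, 811 were higher and 668 lower. In the authors' deposited table 821 mRNAs share the lowest p-value of 5e-05, for which the adjusted p is 0.00167, so p-values do not rank them.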

Compared with the immature livers, 34 up-regulated lncRNAs and 180 down-regulated lncRNAs were obtained in mature livers (Fig. 2b and Additional file 5).

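Among the lncRNAs of the paper's Table S2, MSTRG.10672.1 on chromosome 5 (49351448 to 49358373) rose the most, from 0.492 ± 0.192 (SD, n = 3) FPKM in immature livers to 29.4 ± 17.5 (SD, n = 3) FPKM in mature livers (log2 difference 4.21, SE 0.40, adjusted p = 0.0102 from limma). MSTRG.16975.1, a lncRNA of class code i on chromosome Z (27289054 to 27289464), fell from 13.8 ± 13.2 FPKM to 0.0117 ± 0.0203 FPKM (-3.47, SE 0.61, adjusted p = 0.0372 from limma). MSTRG.13088.1, an intergenic lncRNA on an unplaced contig, had 236 ± 119 FPKM in immature livers and was listed at 0 in all 3 mature libraries (-7.75). MSTRG.15848.1, on another unplaced contig, rose from 0.768 ± 0.207 to 6.04 ± 1.23 FPKM (1.99, SE 0.23, adjusted p = 0.0151 from limma).

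In the deposited table, 95 lncRNAs were higher and 86 lower past the paper's thresholds on log2(FPKM + 1). These counts rest on the pseudocount of 1: with 0.1 they were 274 and 293, and without one, a setting chosen after the data were seen, 300 and 322, so that more were lower than higher. Over the 1999 lncRNAs of Table S2 that were at hand, limma called 10 higher and 63 lower. With limma's unadjusted p in place of the authors' p-value, 42 higher and 260 lower lncRNAs passed the paper's thresholds. With the libraries scaled by the median of ratios over 1479 of these lncRNAs, limma called 15 higher and 17 lower lncRNAs, and 84 higher and 87 lower passed these thresholds. The scaling factors come from the lncRNAs under test and shrank their median log2 difference from -0.395 to -0.0854. Such scaling would also remove a real fall shared by most lncRNAs, so the near-equal counts do not show which holds. Leaving out any 1 of the 6 libraries left 1 to 10 lncRNAs called higher and 8 to 25 called lower.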

**Fig. 2:**
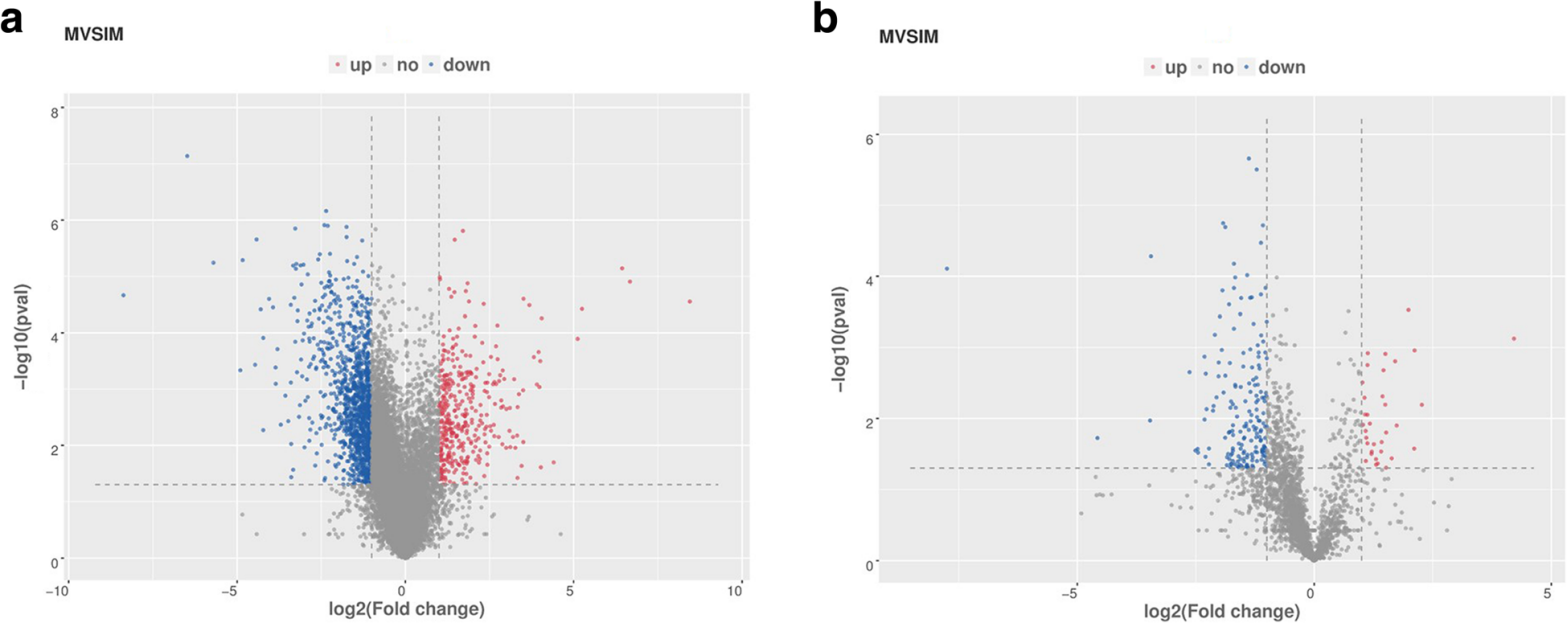
The differential expression of chicken mRNAs and lncRNAs between immature livers and mature livers are shown. **a** differential expression of mRNAs. the left blue points represent significantly decreased mRNAs in immature livers, gray points represent mRNAs without significantly changes, the right red points represent significantly increased mRNAs in immature livers. **b** differential expression of lnRNAs. the left blue points represent significantly decreased lncRNAs in immature livers, gray points represent lncRNAs without significantly changes, the right red points represent significantly increased lncRNAs in immature livers

The expression levels of ten randomly selected lncRNAs and mRNAs were determined by quantitative real-time PCR. The results confirmed that these lncRNAs and mRNAs were expressed at both mature and immature livers (Fig. 3) and showed differential expression at different stages. In addition, the qRT-PCR confirmed that the expression patterns of these lncRNAs and mRNAs were consistent with their expression levels calculated from the RNA-seq data (Fig. 3).

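Among the genes measured by qRT-PCR, PSPH, the last enzyme of serine synthesis, and UGP2, which makes the sugar donor of glycogen synthesis, rose with maturation. DHRS7, a short-chain dehydrogenase, and APOA1, the main apolipoprotein of high-density lipoprotein, were lower in mature livers, and FGG, the gamma chain of fibrinogen, was higher. PSPH went from 412 ± 84.9 (SD, n = 3) FPKM to 1452 ± 232 (SD, n = 3) FPKM in Table S4, with a log2 difference of 1.82 (SE 0.23, adjusted p = 0.00394 from limma), and the group values of the deposited table are 1599 and 7506 FPKM (2.23). UGP2 had 89.9 ± 33.3 and 550 ± 184 FPKM (2.62, SE 0.35, adjusted p = 0.00475 from limma), with 96.6 and 714 FPKM in the deposited table. DHRS7 fell from 898 ± 38.6 to 376 ± 55.2 FPKM (-1.26, SE 0.20, adjusted p = 0.00897 from limma); its deposited group values of 238 and 100 FPKM did not pass the adjustment (adjusted p = 0.0654). APOA1 had 2770 ± 278 and 1021 ± 402 FPKM (-1.50, SE 0.28, adjusted p = 0.0173 from limma), a call that was lost with the libraries scaled. FGG had 3190 ± 740 and 6750 ± 108 FPKM (1.11, SE 0.23, adjusted p = 0.0291 from limma), a call that was lost when any 1 library was left out. By their symbols neither APOA1 nor FGG is listed in the deposited table.

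The lncRNAs MSTRG.12721.1, MSTRG.13863.1 and MSTRG.12856.1, all on unplaced contigs, fell in mature livers, from 674 ± 218 to 200 ± 76.8, from 522 ± 156 to 153 ± 38.5 and from 625 ± 283 to 135 ± 26.0 FPKM (SD, n = 3; adjusted p = 0.0588, 0.0374 and 0.0352 from limma over the rows of Table S2), so that MSTRG.12721.1 was not called. MSTRG.12096.1 on chromosome 8 (25819463 to 25825992) rose from 5.18 ± 2.13 to 29.2 ± 10.9 FPKM (2.27, SE 0.38, adjusted p = 0.0331 from limma). MSTRG.12760.1 had 58.3 ± 20.4 and 154 ± 72.2 FPKM (1.34, SE 0.40, adjusted p = 0.0960 from limma). The reverse primer of MSTRG.12721.1, GTTGGTTTTCGGAAACGGGG, is the reverse complement of the forward primer of MSTRG.13863.1, CCCCGTTTCCGAAAACCAAC, so these assays share a sequence of 20 bases. The reverse primer of MSTRG.12856.1, CGGCTACCTGGTTGATCCTG, holds TACCTGGTTGATCCTG, which by textbook knowledge is the conserved 5' end of eukaryotic 18S ribosomal RNA.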

**Fig. 3:**
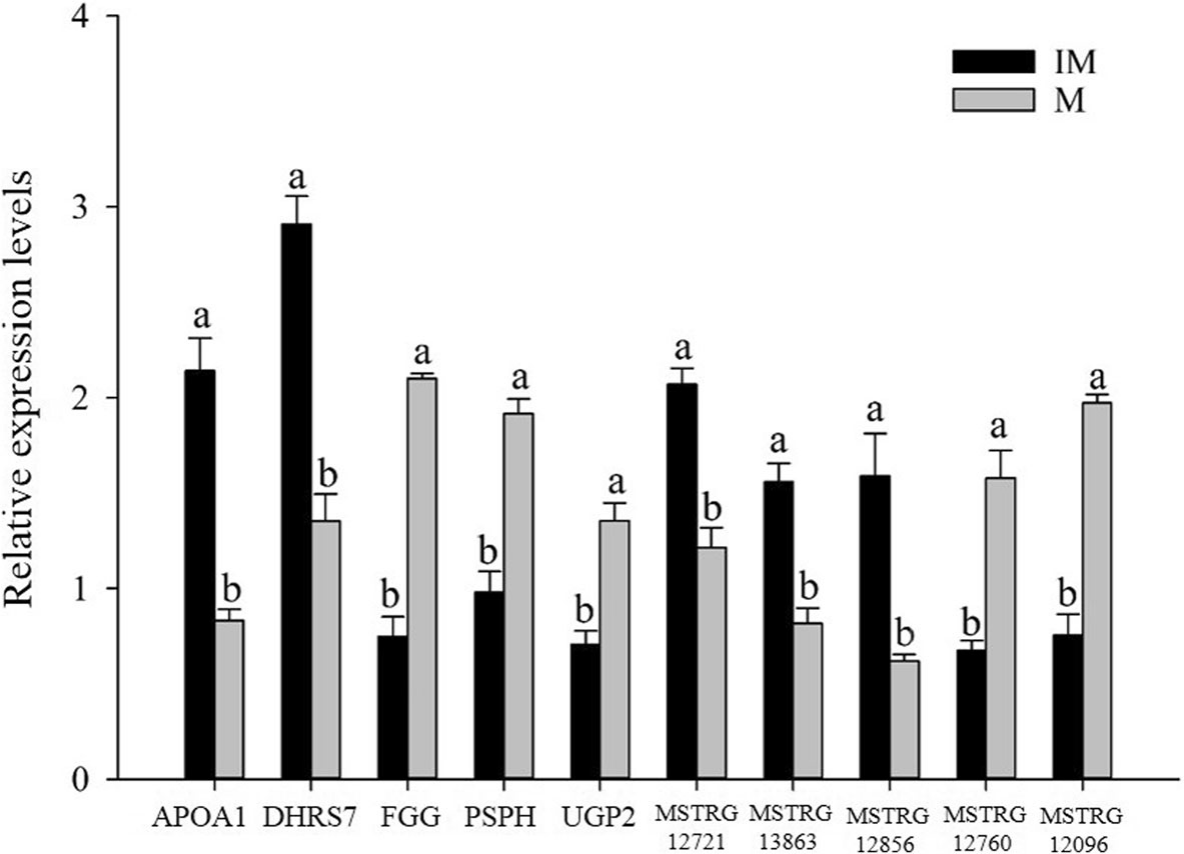
Five differentially expressed mRNAs and five differentially expressed lncRNAs, which were validated by reverse-transcription quantitative polymerase chain reaction. 1. IM represent the immature livers from one-day-old chickens, M represent the mature livers from adult chickens; 2. β-actin was used as an internal control gene for normalization in our experiments. The data were presented as means ± SE (for young chicks: *n* = 20; for adult chickens: *n* = 5). Upper letters (a, b) on bars denote significantly different expression levels in the same mRNAs or lncRNAs (*P* < 0.05)

### Enrichment analysis of differentially expressed mRNAs

GO enrichments [33] of the differentially expressed mRNAs were categorized into 519 functional annotations that met the criteria of *P* < 0.05 (Additional file 6). Results of the biological process analysis revealed that these differentially expressed mRNAs could mainly regulate the biological process relative to metabolism, immune response, oxidation-reduction process, as well as some process related to the growth and functional maturation of liver, including the cell division, proliferation, apoptotic, and cell cycle. Moreover, analyses based on cellular components and molecular functions showed that differentially expressed mRNAs were also involved in the aforementioned process relative to the growth and functional maturation of liver. 

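The listed genes of antigen presentation, innate immunity and leukocytes were all higher in mature livers, although none of these lists passed the adjusted test of direction and not all of the genes were called. PIGR, the receptor that carries polymeric immunoglobulins across epithelial cells, rose from 0.185 FPKM in immature to 185 FPKM in mature livers (log2 difference 7.29; chromosome 26, 2517672 to 2542896). BLB1, a class II beta chain of the major histocompatibility complex on chromosome 16 (79574 to 103266), rose from 17.9 to 356 FPKM (4.24), and Ii, the invariant chain of class II molecules, from 22.4 to 548 FPKM (4.55). BLB1 and the class I gene BF1, which rose from 11.7 to 120 FPKM (3.25), have near-identical copies that may share reads. The antigen presentation list has 17 genes, of which 7 were listed, all higher, and 4 were called (4 when adjusted over the list alone; Fisher's exact p = 0.0185, adjusted p = 0.0890). Of 28 genes of innate immunity and the interferon response, 6 were listed, all higher, and 4 were called (4 when adjusted over the list alone; exact p = 0.0354, adjusted p = 0.121), among them LECT2, a chemotactic protein made by the liver, from 0.519 to 5.58 FPKM, and the antiviral gene RSAD2, from 0.161 to 2.80 FPKM.

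Marker genes of leukocytes moved in the same direction. The T and natural killer cell set has 20 genes, of which 8 were listed, all higher, and 6 were called (8 when adjusted over the list alone; exact p = 0.00977, adjusted p = 0.0586). CD3D, a chain of the T cell receptor complex, rose from 0.872 to 35.4 FPKM (4.28), and the interleukin receptor IL7R from 0.545 to 7.12 FPKM (2.39). For macrophages and Kupffer cells, 8 of 19 genes were listed, with the same counts of higher and called genes and the same p-values, and C1QA, a complement component that macrophages make, rose from 49.0 to 268 FPKM (2.43) and the growth factor receptor CSF1R from 13.2 to 51.5 FPKM (1.89). Of 17 genes of heterophils, the granulocytes of birds, 5 were listed, all higher, and 4 were called (5 when adjusted over the list alone; exact p = 0.0680, adjusted p = 0.163), with LYG2, a lysozyme, from 4.80 to 65.0 FPKM (3.51). Among 14 B cell and plasma cell genes, 3 were listed, all higher, and 1, BLK, was called (2 when adjusted over the list alone; exact p = 0.257, adjusted p = 0.406). CTSS and TLR4 belong to the macrophage set as well as to an immune list.

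**Figure D1:**
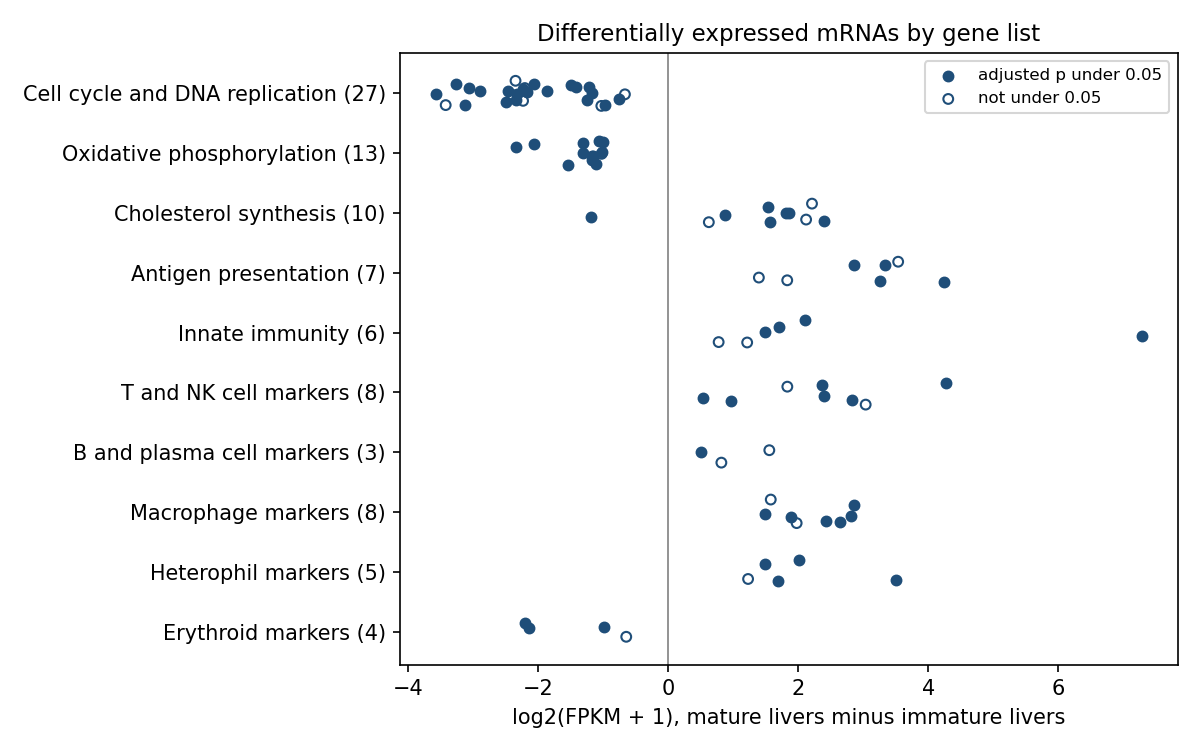
Log2 difference of each listed mRNA, mature minus immature livers on log2(FPKM + 1), for some of the gene lists and cell marker sets. Other lists are not drawn, among them those of antioxidant defence and of glycolysis, whose genes went in both directions. Each point is a transcript, filled where its adjusted p is under 0.05; all listed immune and leukocyte genes lie above 0, with PIGR farthest at 7.29, and all 27 listed genes of cell cycle and DNA replication lie below 0.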

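Genes of oxidative phosphorylation fell in mature livers. Of 46 nuclear-encoded genes of oxidative phosphorylation, 13 were listed, all lower, and 12 were called (12 when adjusted over the list alone; Fisher's exact p = 3.02e-05, adjusted p = 0.000363). NDUFV1, a subunit of complex I, fell from 120 to 22.8 FPKM (log2 difference -2.34), ATP5B, the catalytic subunit of ATP synthase, from 871 to 208 FPKM (-2.06), and COX4I1, a subunit of cytochrome c oxidase, from 501 to 250 FPKM (-1.00). In the citrate cycle 7 of 20 genes were listed, 6 of them lower and called (6 when adjusted over the list alone; exact p = 0.0507, adjusted p = 0.135), with MDH2, which makes oxaloacetate, from 205 to 54.1 FPKM (-1.90) and OGDH from 20.3 to 4.64 FPKM (-1.92). The 4 listed markers of erythroid cells were lower as well. Among the pathways of the paper's Table 2 that had at least 3 deposited mRNAs, 29 were tested by KEGG term, and oxidative phosphorylation had 0 higher and 16 lower mRNAs (exact p = 2.10e-05, adjusted p = 0.000609). The citrate cycle by KEGG term had 2 higher mRNAs, both called, and 5 lower (exact p = 0.448, adjusted p = 0.722). Carbon metabolism had 5 higher and 12 lower mRNAs (exact p = 0.133, adjusted p = 0.483), valine, leucine and isoleucine degradation 6 and 5 (exact p = 0.769, adjusted p = 0.929), and the PPAR signaling pathway 8 and 4 (exact p = 0.254, adjusted p = 0.580).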

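Lipid and sugar metabolism genes went in both directions. HADHA, a subunit of the trifunctional enzyme of fatty acid oxidation, fell from 124 to 61.0 FPKM (log2 difference -1.01). Of 23 genes of fatty acid and triglyceride synthesis, 8 were listed, 4 higher and 4 lower (exact p = 1, adjusted p = 1). Of these, 3 higher and 1 lower were called (3 and 4 when adjusted over the list alone). The elongase ELOVL6 rose from 4.27 to 39.0 FPKM (2.92) and the desaturases FADS1 from 2.16 to 18.0 and FADS2 from 5.07 to 24.7 FPKM, and the acyltransferase MOGAT1 fell from 9.95 to 0.456 FPKM (-2.91). Cholesterol synthesis had 10 of 24 genes listed, 9 higher and FDPS lower (exact p = 0.0270, adjusted p = 0.108). Of these, 6 of the higher genes and FDPS were called (9 and 1 when adjusted over the list alone). ACAT2 rose from 73.2 to 391 FPKM (2.40) and the methyl sterol oxidase MSMO1 from 11.4 to 43.7 FPKM (1.85). In gluconeogenesis and glycolysis 7 of 24 genes were listed, 3 higher and 4 lower (exact p = 0.708, adjusted p = 0.849). All were called (3 and 4 when adjusted over the list alone). This list also holds genes of glycogen metabolism, UGP2 and GYS2 among the higher and PYGL among the lower ones. LDHA, a subunit of lactate dehydrogenase, rose from 56.2 to 289 FPKM (2.35). PFKL, the liver phosphofructokinase, fell from 40.0 to 15.9 FPKM (-1.28). Among 41 genes of amino acid degradation and of serine or urate metabolism, 13 were listed, 5 higher and 8 lower, all called (5 and 8 when adjusted over the list alone; exact p = 0.271, adjusted p = 0.406). GLDC and AMT of the glycine cleavage system fell from 140 to 31.8 FPKM (-2.10) and from 197 to 48.4 FPKM (-2.01), and XDH, which makes uric acid, rose from 98.9 to 269 FPKM (1.43).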

Further KEGG pathway [34] analyses revealed that these mRNAs were mostly involved in several pathways affecting the metabolism of livers, including the amino acid metabolism, glycometabolism, and lipid metabolism, as being listed in Table 2. Furthermore, pathways relative to the growth of liver, such as cell cycle pathway, were also found to take part in the postnatal liver maturation in the present study.

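DNA replication and mitosis genes of these KEGG pathways were lower in mature livers. MCM5 and MCM3, subunits of the replicative helicase, fell from 18.5 to 1.62 FPKM (log2 difference -2.90) and from 8.07 to 0.608 FPKM (-2.50). FEN1, the flap endonuclease of Okazaki fragments, fell from 11.7 to 1.54 FPKM (-2.32), and RFC5, of the clamp loader, from 28.3 to 8.83 FPKM (-1.57). The cell cycle pathway held 18 deposited mRNAs, 2 higher and 16 lower (Fisher's exact p = 0.000982, adjusted p = 0.0142 over 29 pathways), and 11 of the lower ones were called. Both mRNAs that rose act on the G1 phase: CCND3, a D-type cyclin, from 4.08 to 10.7 FPKM (1.20), and CDKN2B, an inhibitor of cyclin-dependent kinases, listed at 0 in immature and 1.97 FPKM in mature livers. The DNA replication pathway had 0 higher and 9 lower mRNAs (exact p = 0.00350, adjusted p = 0.0338), 7 of them called. With only called mRNAs in the test the adjusted p was 0.209 for both pathways, and with only mRNAs of at least 1 FPKM on average it was 0.0620 for DNA replication.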

**Table 2:** The significantly enriched KEGG pathways (with *P* < 0.05) based on the differentially expressed mRNAs

Pathway Id	pathway description	S gene number	TS gene number	B gene number	TB gene number	P value
ko00190	Oxidative phosphorylation	34	579	88	3735	0.00
ko00280	Valine, leucine and isoleucine degradation	19	579	42	3735	0.00
ko01200	Carbon metabolism	30	579	88	3735	0.00
ko03030	DNA replication	13	579	27	3735	0.00
ko00640	Propanoate metabolism	13	579	28	3735	0.00
ko03320	PPAR signaling pathway	19	579	51	3735	0.00
ko00630	Glyoxylate and dicarboxylate metabolism	12	579	26	3735	0.00
ko01230	Biosynthesis of amino acids	19	579	53	3735	0.00
ko00620	Pyruvate metabolism	13	579	31	3735	0.00
ko00071	Fatty acid degradation	12	579	29	3735	0.00
ko04216	Ferroptosis	12	579	30	3735	0.00
ko00260	Glycine, serine and threonine metabolism	12	579	33	3735	0.00
ko00020	Citrate cycle (TCA cycle)	10	579	25	3735	0.00
ko01212	Fatty acid metabolism	13	579	39	3735	0.00
ko00650	Butanoate metabolism	9	579	23	3735	0.01
ko00380	Tryptophan metabolism	11	579	34	3735	0.01
ko00072	Synthesis and degradation of ketone bodies	5	579	10	3735	0.01
ko00310	Lysine degradation	12	579	39	3735	0.01
ko04110	Cell cycle	24	579	99	3735	0.01
ko00240	Pyrimidine metabolism	20	579	79	3735	0.02
ko04146	Peroxisome	17	579	65	3735	0.02
ko03430	Mismatch repair	7	579	19	3735	0.02
ko04914	Progesterone-mediated oocyte maturation	17	579	67	3735	0.02
ko04145	Phagosome	25	579	109	3735	0.02
ko00220	Arginine biosynthesis	6	579	16	3735	0.03
ko01210	2-Oxocarboxylic acid metabolism	5	579	12	3735	0.03
ko00480	Glutathione metabolism	10	579	34	3735	0.03
ko00330	Arginine and proline metabolism	10	579	34	3735	0.03
ko04217	Necroptosis	22	579	95	3735	0.03
ko03440	Homologous recombination	10	579	36	3735	0.04
ko00983	Drug metabolism - other enzymes	7	579	22	3735	0.04
ko00980	Metabolism of xenobiotics by cytochrome P450	8	579	27	3735	0.05
ko00900	Terpenoid backbone biosynthesis	6	579	18	3735	0.05
ko00010	Glycolysis / Gluconeogenesis	11	579	42	3735	0.05

S gene number: the number of significant differentially expressed mRNAs which match to a KEGG term; TS gene number: the number of significant differentially expressed mRNAs which have KEGG annotations; B gene number: the number of detected mRNAs which match to a KEGG term; TB gene number: the number of all detected mRNAs which have KEGG annotations

### Cis-regulatory roles and trans-regulatory roles of differentially expressed lncRNAs in postnatal liver maturation of chicken

To investigate the possible functions of the lncRNAs, we predicted the potential targets of lncRNAs in cis-regulatory and trans- regulatory relationships. In the present study, 4 and 214 differentially expressed lncRNAs could respectively cis- and trans-regulate 4 and 1394 differentially expressed mRNAs in the present study (Additional file 7). 

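All 4 cis pairs of the paper's Table S7 were looked up in its tables of values. MSTRG.2437.1 lies on chromosome 11 (17065571 to 17066659), 230 bp from COTL1 (17047246 to 17065341), the gene of an actin-binding protein, and had 2.19 ± 0.924 (SD, n = 3) FPKM in immature and 0.398 ± 0.112 (SD, n = 3) FPKM in mature livers (log2 difference -1.15, SE 0.27, adjusted p = 0.0689 from limma over the rows of Table S2). COTL1 fell from 21.9 ± 2.77 to 8.24 ± 0.905 FPKM in Table S4 (-1.30, SE 0.20, adjusted p = 0.00805 from limma), whereas its group values in the deposited table are 9.12 FPKM in immature and 25.4 FPKM in mature livers. On chromosome 5 the lncRNA with the largest rise in Table S2, MSTRG.10672.1, lies 18409 bp from ENSGALG00000033433 (49376782 to 49378262), which had 3.03 ± 2.82 and 39.5 ± 37.0 FPKM (3.33, SE 0.75, adjusted p = 0.0486 from limma). MSTRG.10533.1 (chromosome 5, 37215720 to 37220526) overlaps ENSGALG00000046416 and fell from 2.71 ± 0.629 to 0.634 ± 0.118 FPKM (-1.17, SE 0.23, adjusted p = 0.0430 from limma). MSTRG.11864.1 (chromosome 8, 11375272 to 11377461) lies 51372 bp from ENSGALG00000033872 and fell from 1.29 ± 0.159 to 0.122 ± 0.0604 FPKM (-1.03, SE 0.20, adjusted p = 0.0431 from limma). The partner genes of the latter 2 lncRNAs are not among the rows of Table S4 that were at hand. Correlations between the lncRNAs and their partners were not computed.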

GO analysis based on these cis- and trans- regulated targets was performed and 174 significant enriched (*P* < 0.05) GO terms were obtained (Additional file 8). As the main function of mature liver after birth, several biological processes and molecular function related to metabolic and immune process have also been detected. Results also revealed that these differentially expressed lncRNAs could cis- or trans- regulate targets involved in liver development, including liver development process, cell adhesion, cell proliferation, and apoptotic processes. KEGG pathway analyses showed that a total of 153 KEGG pathways were annotated based on the cis- and trans- regulated differentially expressed targets of differentially expressed lncRNAs. Of these, 25 KEGG pathways were annotated with *P* < 0.05 (Table 3), most of which were related to the regulation of mature hepatic metabolic and immune functions. Moreover, some pathways, which have been proved to regulate liver development, have also been detected in the KEGG analyses of differentially expressed lncRNAs, such as the cell cycle, Notch signaling pathway, Wnt signaling pathway, and Hedgehog signaling pathway. These analyses indicated that the differentially expressed lncRNAs and their annotated pathways should play cis- or trans- regulated roles in postnatal liver maturation. Moreover, the interaction between lncRNAs and their cis- or trans- regulated target genes which involved in different GO terms and KEGG pathways were also respectively listed in Additional file 7.

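Few genes of the developmental pathways were listed in the deposited mRNA table. Of 18 genes of Notch signaling 3 were listed, all higher, and 2 were called (2 when adjusted over the list alone; Fisher's exact p = 0.257, adjusted p = 0.406). JAG1, a Notch ligand, rose from 1.46 to 3.21 FPKM (log2 difference 0.77; chromosome 3, 12843172 to 12880301), MFNG, a glycosyltransferase that modifies Notch, rose from 0.227 to 1.20 FPKM (0.84), and LFNG had 1.46 and 3.18 FPKM (0.77) and did not pass the adjustment. Of the list of 23 genes of Wnt signaling 2 were listed and both rose (2 when adjusted over the list alone): WNT11, a secreted ligand, from 2.21 to 5.36 FPKM (0.99) and the Wnt coreceptor LRP6 from 3.70 to 7.64 FPKM (0.88). In Hedgehog signaling 1 of 14 genes was listed: SMO, the signal transducer of the pathway, fell from 13.6 to 4.58 FPKM (-1.39; 1 gene lower when adjusted over the list alone). Fewer than 3 listed members left the Wnt and Hedgehog gene lists without a direction test. By KEGG term the Wnt signaling pathway had 7 deposited mRNAs, 4 higher and 3 lower (exact p = 0.722, adjusted p = 0.985 over 71 pathways, a screen added after the data were seen).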

**Table 3:** The KEGG pathway analysis (with *P* < 0.05) based on the cis- and trans-regulated differentially expressed targets of differentially expressed lncRNAs

Pathway Id	pathway description	S gene number	TS gene number	B gene number	TB gene number	*P* value
ko00190	Oxidative phosphorylation	74	531	76	689	0.000
ko04514	Cell adhesion molecules (CAMs)	34	531	35	689	0.001
ko00280	Valine, leucine and isoleucine degradation	32	531	33	689	0.002
ko00240	Pyrimidine metabolism	38	531	40	689	0.002
ko00620	Pyruvate metabolism	30	531	31	689	0.003
ko04260	Cardiac muscle contraction	22	531	22	689	0.003
ko05168	Herpes simplex infection	42	531	45	689	0.003
ko04210	Apoptosis	40	531	43	689	0.005
ko00270	Cysteine and methionine metabolism	20	531	20	689	0.005
ko00020	Citrate cycle (TCA cycle	20	531	20	689	0.005
ko01200	Carbon metabolism	60	531	67	689	0.005
ko01230	Biosynthesis of amino acids	38	531	41	689	0.007
ko04672	Intestinal immune network for IgA production	18	531	18	689	0.009
ko03010	Ribosome	56	531	63	689	0.011
ko00640	Propanoate metabolism	24	531	25	689	0.011
ko00230	Purine metabolism	45	531	50	689	0.014
ko00970	Aminoacyl-tRNA biosynthesis	16	531	16	689	0.015
ko03320	PPAR signaling pathway	34	531	37	689	0.016
ko04217	Necroptosis	28	531	30	689	0.018
ko01212	Fatty acid metabolism	22	531	23	689	0.018
ko00630	Glyoxylate and dicarboxylate metabolism	22	531	23	689	0.018
ko05164	Influenza A	38	531	42	689	0.020
ko00480	Glutathione metabolism	20	531	21	689	0.029
ko04216	Ferroptosis	12	531	12	689	0.043
ko00983	Drug metabolism - other enzymes	12	531	12	689	0.043

S gene number: the number of significant differentially expressed lncRNAs whose cis-or trans- regulated targets match to a KEGG term; TS gene number: the number of significant differentially expressed lncRNAs whose cis- or trans- regulated targets have KEGG annotations; B gene number: the number of detected lncRNAs whose cis- or trans- regulated targets match to a KEGG term; TB gene number: the number of all detected lncRNAs whose cis- or trans- regulated targets have KEGG annotations

### Integrated analyses of differentially expressed lncRNAs and mRNAs involved in postnatal liver development

Several differentially expressed protein-coding genes involved in liver development, such as SNX, CYP7A1, CYP39A1, HNF4α, and IGF2BP1, could be cis-regulated or trans-regulated (Table 4) by several differentially expressed lncRNAs. Furthermore, we can find that several key genes of some important pathways involved in liver development, including the cell cycle, Notch signaling pathway, Wnt signaling pathway, and Hedgehog signaling pathway, could also be regulated by the lncRNAs in cis-role or trans-role (Additional file 9). 

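CYP7A1, the rate-limiting enzyme of bile acid synthesis from cholesterol, fell from 40.1 FPKM in immature to 4.22 FPKM in mature livers of the deposited table (log2 difference -2.97; chromosome 2, 111724628 to 111734072). In Table S4 it fell from 41.3 ± 4.43 (SD, n = 3) to 3.46 ± 3.28 (SD, n = 3) FPKM (-3.48, SE 0.42, adjusted p = 0.00317 from limma). HNF4A, a transcription factor of hepatocyte genes, fell from 23.7 ± 3.75 to 3.37 ± 0.979 FPKM in Table S4 (-2.51, SE 0.23, adjusted p = 0.000967 from limma). By its symbol HNF4A is not listed in the deposited table. SNX9, a sorting nexin of endocytosis, rose from 9.82 to 25.1 FPKM in the deposited table (1.27; chromosome 3, 50997225 to 51053112), although the paper's SNX names no member of the family. Along with CYP7A1, the bile acid genes AKR1D1 and CYP27A1 fell, from 199 to 69.8 FPKM (-1.50) and from 220 to 108 FPKM (-1.03). These 3 were the listed genes among 15 of bile acid synthesis and transport (3 lower when adjusted over the list alone; Fisher's exact p = 0.0917, adjusted p = 0.2001). CYP39A1 and IGF2BP1 were not analysed here, since neither is among the mRNAs of the deposited table or the rows of Table S4 at hand.

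The lncRNAs that the paper's Table 4 pairs with both SNX and CYP39A1 include MSTRG.12856.1 and MSTRG.13863.1, whose primers are described with the qRT-PCR. They also include MSTRG.16668.1, an antisense lncRNA on the W chromosome (4427619 to 4431550), which had 0.812, 3.53 and 2.14 FPKM in IM1, IM2 and IM3, 0.00475 FPKM in M1 and was listed at 0 in M2 and M3 (-1.56, SE 0.35, adjusted p = 0.0625 from limma over the rows of Table S2, not called).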

Overall, we suspected that these lncRNAs most probably participated in the postnatal liver development, although its underlying mechanisms require additional investigations.

**Table 4:** LncRNAs and its potential target genes that are involved in postnatal liver development

Key protein coding gene	lncRNAs in cis- or trans-roles
SNX	MSTRG.5900.3/MSTRG.12856.1/MSTRG.12870.1/MSTRG.13153.1/MSTRG.13191.1/MSTRG.13327.1/MSTRG.13411.1/MSTRG.13471.1/MSTRG.13567.1/MSTRG.13579.1/MSTRG.13597.1/MSTRG.13748.1/MSTRG.13863.1/MSTRG.14503.1/MSTRG.14734.1/MSTRG.15377.1/MSTRG.15517.1/MSTRG.16154.4/MSTRG.16668.1
CYP7A1	MSTRG.636.1/MSTRG.1039.1/MSTRG.1041.1/MSTRG.1226.1/MSTRG.1392.1/MSTRG.1438.2/MSTRG.7038.1/MSTRG.8045.2/MSTRG.11864.1/MSTRG.12193.1/MSTRG.12936.1/MSTRG.13046.1/MSTRG.13286.1/MSTRG.13438.1/MSTRG.13472.1/MSTRG.13797.1/MSTRG.14192.1/MSTRG.14360.1/MSTRG.14681.1/MSTRG.14723.1/MSTRG.15490.1/MSTRG.15512.1/MSTRG.15585.1/MSTRG.15717.1/MSTRG.15774.1/MSTRG.15789.1/MSTRG.15824.1/MSTRG.16055.1/MSTRG.16119.1/MSTRG.16447.2/MSTRG.16938.1
CYP39A1	MSTRG.1064.1/MSTRG.3562.1/MSTRG.5948.1/MSTRG.12710.1/MSTRG.12721.1/MSTRG.12856.1/MSTRG.12870.1/MSTRG.13006.1/MSTRG.13157.1/MSTRG.13191.1/MSTRG.13267.1/MSTRG.13298.1/MSTRG.13319.1/MSTRG.13353.1/MSTRG.13411.1/MSTRG.13426.1/MSTRG.13471.1/MSTRG.13515.1/MSTRG.13518.1/MSTRG.13567.1/MSTRG.13597.1/MSTRG.13603.1/MSTRG.13692.1/MSTRG.13748.1/MSTRG.13853.1/MSTRG.13863.1/MSTRG.14018.1/MSTRG.14126.1/MSTRG.14408.1/MSTRG.14481.1/MSTRG.14666.1/MSTRG.14727.1/MSTRG.14734.1/MSTRG.14805.1/MSTRG.14829.1/MSTRG.14838.1/MSTRG.14895.1/MSTRG.15517.1/MSTRG.15518.1/MSTRG.15756.1/MSTRG.15797.1/MSTRG.16379.1/MSTRG.16495.1/MSTRG.16668.1/MSTRG.16961.1/MSTRG.16958.27/MSTRG.16941.1
HNF4α	MSTRG.1039.1/MSTRG.1226.1/MSTRG.1438.2/MSTRG.2310.1/MSTRG.4207.1/MSTRG.5597.1/MSTRG.7038.1/MSTRG.8045.2/MSTRG.10533.1/MSTRG.11864.1/MSTRG.12193.1/MSTRG.12709.1/MSTRG.12721.1/MSTRG.12870.1/MSTRG.13046.1/MSTRG.13222.1/MSTRG.13267.1/MSTRG.13319.1/MSTRG.13353.1/MSTRG.13438.1/MSTRG.13518.1/MSTRG.13567.1/MSTRG.13603.1/MSTRG.13824.1/MSTRG.13863.1/MSTRG.13877.1/MSTRG.13942.1/MSTRG.13960.1/MSTRG.14360.1/MSTRG.14684.1/MSTRG.14723.1/MSTRG.14733.1/MSTRG.14734.1/MSTRG.14838.1/MSTRG.14869.1/MSTRG.15511.1/MSTRG.15512.1/MSTRG.15517.1/MSTRG.15518.1/MSTRG.15585.1/MSTRG.15789.1/MSTRG.16055.1/MSTRG.16119.1/MSTRG.16273.2/MSTRG.16347.1/MSTRG.16447.2/MSTRG.16461.3/MSTRG.16495.1/MSTRG.16941.1
IGF2BP1	MSTRG.1039.1/MSTRG.1041.1/MSTRG.1226.1/MSTRG.1392.1/MSTRG.1438.2/MSTRG.2310.1/MSTRG.4207.1/MSTRG.5597.1/MSTRG.8045.2/MSTRG.10533.1/MSTRG.11864.1/MSTRG.12193.1/MSTRG.12709.1/MSTRG.12870.1/MSTRG.13046.1/MSTRG.13222.1/MSTRG.13319.1/MSTRG.13438.1/MSTRG.13567.1/MSTRG.13603.1/MSTRG.13640.1/MSTRG.13824.1/MSTRG.13863.1/MSTRG.13877.1/MSTRG.13942.1/MSTRG.14176.1/MSTRG.14360.1/MSTRG.14723.1/MSTRG.14733.1/MSTRG.14869.1/MSTRG.15104.1/MSTRG.15390.1/MSTRG.15435.1/MSTRG.15511.1/MSTRG.15512.1/MSTRG.15517.1/MSTRG.15518.1/MSTRG.15585.1/MSTRG.15717.1/MSTRG.15789.1/MSTRG.15833.1/MSTRG.16055.1/MSTRG.16119.1/MSTRG.16273.2/MSTRG.16347.1/MSTRG.16461.3/MSTRG.16495.1/MSTRG.16941.1

## Discussion

Breeder roosters and their offspring broilers (*Gallus gallus*) are famous for its high feed conversion efficiency, which means a high efficient metabolic process in chicken liver [35]. There are several serious metabolic diseases occurred during the feeding of breeder roosters, such as fatty liver and ascites syndrome [36], which are induced by incorrect metabolic regulation and could further influence the usability of breeder roosters. It’s important to clarify the postnatal liver maturation process and the hepatic function changes after birth, so that the hepatic metabolic or immune condition of breeder roosters could be better regulated and the breeder roosters could be used maximally. However, compared with abundant researches on liver development of human or mice [8, 21, 22, 37–40], limited researches have focused on the postnatal liver maturation process in chicken. In the present study, we identified the differentially expressed mRNAs and lncRNAs in immature and mature livers of breeder roosters by using RIBO-zero RNA-Sequencing, which is the first report to systematically identify mRNAs and lncRNAs expression profiles during chicken postnatal liver development.

Postnatal liver development from the newborn to the adult stage consists of a series of exquisitely regulated and orchestrated changes in the expression of many genes. In the previous studies, we can easily find that several differentially expressed mRNAs have been found to be involved in liver maturation in other species of animals, such as sorting nexin (SNX) in zebra fish [41], insulin like growth factor 2 mRNA binding protein 1 (IGF2BP1) in human [42], as well as hepatocyte nuclear factor 4-alpha (HNF4α) [43] and cytochrome P450 gene isoforms [4, 5] in mice. These genes could be detected in our identified differentially expressed mRNAs, which indicted that these differentially expressed mRNAs have important roles in regulating livers development of chickens, as being shown in other animal species. Further GO and KEGG analyses indicated that differentially expressed mRNAs regulated many metabolic and immune processes in liver, which are related to normal mature liver functions [1, 44, 45] and were consist with the results of previous studies in mice [8, 21, 22]. Except for the metabolic and immune changes with the maturation of liver, we found that there were several GO terms involved in the oxidation-reduction process and antioxidant ability, which was also the main function of mature liver [46]. Moreover, the majority of genes in the liver cell proliferation process, such as the genes involved in cell cycle, DNA replication, cytokine binding, cell proliferation, and cell division(including cytokinesis, chromosome segregation, and mitotic nuclear division), displayed remarkable changes in expression during chicken liver development, which highlighted the importance of gene products in postnatal liver growth process [47, 48]. Specifically, the cell cycle pathway have been implied in the liver regeneration process [49, 50]. 

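Antioxidant genes went in both directions. HMOX1, which degrades heme, rose from 101 to 496 FPKM (log2 difference 2.29; chromosome 1, 51949100 to 51955226), and PRDX6, a peroxiredoxin that reduces phospholipid peroxides, rose from 93.0 to 208 FPKM (1.16). NQO1, a quinone reductase, fell from 210 to 82.8 FPKM (-1.33), and the peroxiredoxin PRDX1 from 519 to 236 FPKM (-1.14). These 4 were the listed genes among 20 of antioxidant defence, 2 higher and 2 lower, all called (2 and 2 when adjusted over the list alone; Fisher's exact p = 1, adjusted p = 1). Among 29 genes of xenobiotic metabolism 3 were listed, of which CYP2H1, a phenobarbital-inducible cytochrome P450, rose from 108 to 321 FPKM (1.56) and CYP1A4 fell from 41.6 to 6.19 FPKM (-2.56), and POR, the electron donor of these enzymes, had 9.42 and 1.55 FPKM and did not pass the adjustment. The list had 1 gene higher and 2 lower (exact p = 0.592, adjusted p = 0.789). Of these, 1 higher and 1 lower gene were called (1 and 1 when adjusted over the list alone).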

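Proliferation genes had the smallest p of direction among the lists. Of 40 genes of cell cycle and DNA replication, 27 were listed in the deposited table, all lower in mature livers, and 20 were called (27 when adjusted over the list alone; Fisher's exact p = 3.50e-10, adjusted p = 8.40e-09 over 24 lists). PLK1, a kinase that drives mitotic entry, fell from 21.2 to 0.869 FPKM (log2 difference -3.57; chromosome 14, 6884684 to 6889434). CDC20, an activator of the anaphase-promoting complex, fell from 22.7 to 1.48 FPKM (-3.26), TOP2A, which untangles chromosomes, from 16.9 to 1.05 FPKM (-3.13), and RRM2, a subunit of ribonucleotide reductase, from 17.2 to 1.18 FPKM (-3.06). The spindle checkpoint kinase BUB1 fell from 4.91 to 0.637 FPKM (-1.85). CDK1, the mitotic cyclin-dependent kinase, had 49.8 and 3.76 FPKM but did not pass the adjustment. Markers of erythroid cells moved in the same direction: 4 of 29 were listed, all lower, and 3 were called (4 when adjusted over the list alone; exact p = 0.0413, adjusted p = 0.124), with the transferrin receptor TFRC from 35.7 to 7.33 FPKM (-2.14) and HBE1, a globin, from 3.99 to 0.0909 FPKM (-2.19).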

The liver regeneration is the compensatory growth of the liver, which indicated that the growth of liver could also be influenced by the cell cycle pathway. Sadler et al. [51] have reported that the uhrf1 gene, a cell cycle regulator, is required for physiologic liver growth in both embryos and adults in zebrafish. 

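UHRF1, which recruits the maintenance DNA methyltransferase to newly replicated DNA, was listed on chromosome 28 (4593431 to 4605961). It fell from 1.06 FPKM in immature to 0.221 FPKM in mature livers, a log2 difference of -0.75, and passed the adjustment. This is under 1 in size on log2(FPKM + 1), while the immature value is 4.77 times the mature value. The DNA replication factors CDC6 and GINS2, with levels near that of UHRF1, fell from 1.73 to 0.181 FPKM (-1.21) and from 1.37 to 0.206 FPKM (-0.97).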

The uhrf1 was also been detect as the differentially expressed genes in the present study. These results again proved that the cell cycle pathway were involved in the postnatal liver growth process. To sum up, GO and KEGG analyses based on differentially expressed mRNAs indicated that livers underwent hypertrophic growth and maturation via large-scale changes in metabolic and immune functions after birth.

LncRNAs are a group of endogenous RNAs involved in developmental and physiological processes [52–54]. We obtained 300 up-regulated lncRNAs and 322 down-regulated lncRNAs in mature livers. These lncRNAs may have specific biological roles in postnatal liver development in chickens. 

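The lncRNAs with the largest rise in the deposited table were TCONS_00033148 and TCONS_00033152, transcripts of a single locus on chromosome 21 (2045298 to 2141828), from 0.876 to 56.3 FPKM (log2 difference 4.93) and from 1.01 to 54.0 FPKM (4.77). TCONS_00054728 on chromosome 5 (49174550 to 49181580) rose from 0.165 to 27.6 FPKM (4.62), and TCONS_00024910, at the locus of INSIG1 on chromosome 2 (7826136 to 7834289), from 2.12 to 34.5 FPKM (3.51). The largest falls were those of TCONS_00000887 on chromosome 1 (34230718 to 34272046), from 6.49 to 0.352 FPKM (-2.47), and TCONS_00045141 on chromosome 3 (104234674 to 104235043), from 8.64 to 0.754 FPKM (-2.46). TCONS_00007394 on chromosome 1 (73916586 to 73916899) had 3.81 FPKM in immature livers and was listed at 0 in mature livers. The deposited table lists 300 lncRNAs higher and 322 lower in mature livers, and 142 higher and 160 lower lncRNAs were called. It lists 20 lncRNAs at 0 in immature livers and 17 at 0 in mature livers.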

Several recent studies have proved that lncRNAs could play crucial roles in liver development by using the RNA sequencing [8, 55, 56]. Compared with these previous studies, lncRNAs with or without poly (A) tails were obtained using RIBO-zero RNA-Sequencing in the present study. More types of lncRNAs, including those of sense, antisense, intronic and intergenic lncRNAs, were identified, while some previous studies only obtained the information of long intergenic non-coding RNAs. However, limit research proved the roles of single lncRNA in liver development process. 

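Intergenic lncRNAs made up most of the deposited table, with 561 of 622 lncRNAs (90.2%), of which 266 were listed higher and 295 lower in mature livers. The 22 lncRNAs with class code j, which the paper reads as intronic, had the highest levels, with a median of 3.01 FPKM in immature and 5.06 FPKM in mature livers, and 13 were higher and 9 lower. The 25 antisense lncRNAs had medians of 0.663 and 0.814 FPKM, with 14 higher and 11 lower. The 14 sense lncRNAs had medians of 0.863 and 1.20 FPKM, with 7 higher and 7 lower. Intergenic lncRNAs had medians of 0.755 and 0.702 FPKM. Class codes came from the deposited table, and lncRNAs that overlap a gene on the same strand can share reads with its mRNA.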

Only the lncRNA-LALR1 were proved to enhance hepatocyte proliferation by promoting progression of the cell cycle, and further accelerate mouse hepatocyte growth and cell cycle progression during liver growth [57]. In addition, lncRNA-LALR1 facilitated cyclin D1 expression through activation of Wnt/β-catenin signaling by way of suppression of Axin1 [57]. Another study revealed that a set of lncRNAs highly correlated with expression of cytochrome P450, which alter their expressions during liver development and have critical functions in liver to metabolize xeno−/endo-biotics [58]. .Therefore, the differentially expressed lncRNAs reported in the present study can also be considered as important novel regulators of chicken postnatal liver development process.

On the one hand, most evidence suggests that the expression of lncRNAs can regulate and have high correlations with expression of neighboring mRNAs in animals, microorganism, and plants [42, 59, 60]. On the other hand, many lncRNAs can also function in trans mode to target gene loci distant from where the lncRNAs are transcribed [11, 61]. In this study, the cis- and trans-regulated targets of the differentially expressed lncRNAs were obtained. There were several differentially expressed mRNAs related to liver development, such as SNX [41], IGF2BP1 [42], CYP7A1, CYP39A1 [4, 5], and HNF4α [43], could be regulated by differentially expressed lncRNAs in either cis or trans roles. These findings indicated that lncRNAs could cis- and trans-regulated the protein-coding genes associated with postnatal liver maturation. Further GO and KEGG analyses for trans- and cis-regulatory roles of differentially expressed lncRNAs were performed and found these lncRNAs could regulate the cell proliferation, cell cycle, as well as several liver function, such as metabolism, immunity, and antioxidant, which was consist with the results of functional annotation of differentially mRNA. These results indicated that the hepatic mature function could be regulated by the differentially expressed lncRNAs found in our study. We further found that the differentially expressed lncRNAs could regulate several pathways that have proven to be involved in liver development, such as Notch pathway, Hedgehog pathway, adherens junction pathway, and Wnt signaling pathway. In the previous studies, Zong et al. [62] and Kodama et al. [63] have proven that the Notch pathway were involved in the liver development by regulating biliary differentiation. Tanimizu and Miyajima [64] suggested that Notch signaling could control hepatoblast differentiation by altering the expression of liver-enriched transcription factors. As for hedgehog pathway, it is well known for its mitogenic and morphogenic functions during development [65]. Reactivation of Hedgehog, a signaling pathway that controls hepatic progenitor cell fate and tissue construction, have also been linked to the regulation of adult liver tissue homeostasis, repair, and development [66, 67]. Further research have also proven that the Notch and Hedgehog pathways could interact to control the fate of hepatic key cell types involved in adult liver repair [68]. Moreover, adherens junction pathway and Wnt signaling pathway were been linked to liver development as well [69–71]. Therefore, the differentially expressed lncRNAs involved in these above pathways (Additional file 9) could play important roles in postnatal liver development and were worthy of further research to illuminate their roles in liver development.

## Conclusions

In conclusion, we firstly obtained high-quality mRNA and lncRNA expression profiles in chicken liver based on a RIBO-zero RNA-seq approach and have identified differentially expressed mRNAs and lncRNAs related to postnatal liver maturation of chicken. Moreover, we firstly reported the functional annotation of differentially expressed mRNAs and found that these some genes potentially play an important role in the development of chicken liver and the regulation of the functions of mature livers. Moreover, bioinformatics analysis suggests that some lncRNAs are involved in important biological processes and pathways associated with liver development such as cell cycle pathway, Notch signaling pathway, Hedgehog signaling pathway, and Wnt signaling pathway, and also could play an important role in regulating the gene expression of mature liver functions. Our results not only reveal new information regarding the development of chicken liver but also provide a broad and novel vision for future research at the molecular level in chicken.

## Methods

### Animals and sample collections

All experimental protocols and animals’ managements in the study were approved by the Institutional Animal Care and Use Committee (IACUC) of the Northwest A&F University (Yangling, Shaanxi, China). Five adult healthy Arbor Acres breeder roosters (40 week of age) and Twenty one-day-old healthy Arbor Acres breeder roosters were collected from Experimental Teaching Center of Animal Science of the Northwest A&F University (Yangling, Shaanxi, China). Here, the Arbor Acres breeder roosters in 40 week age were both somatic and sexual matured, which ensured their livers were assuredly matured. All 40-week-old breeder roosters were kept in an environmentally controlled henhouse with double-floor metabolism cages and exposed to a 16 h photoperiod. Water was available ad libitum and food was available according to the feeding standard of Arbor Acres breeder roosters (Aviagen, Alabama, USA).

These randomly selected roosters were fed deprived for 12 h, then euthanized by exsanguination after intravenous (IV) administration of 3% sodium pentobarbital (25 mg/kg; Sigma, USA) and immediately dissected. All efforts were made to minimize animals’ suffering. The whole left side livers were collected into Eppendorf tubes, and frozen immediately in liquid nitrogen. For each liver sample we gathered, the liver was grinded and homogenized using liquid nitrogen, and then all the homogenized liver samples were stored at − 80 °C until be analyzed. The livers of three adult roosters and twelve one-day-old roosters were selected randomly for RNA isolation and next generation sequencing analyses; furthermore, all livers samples from five adult roosters and twenty one-day-old roosters were used to extract total RNA and perform quantitative RT-PCR validation.

### RNA isolation and sequencing

Total RNA from 3 adult roosters’ and 12 one-day-old rooster’ livers for RNA sequencing were extracted using Trizol reagent (Invitrogen, CA, USA) according to the manufacturer’s procedure. Specifically, the DNaseI was used during the RNA isolation process to avoid contamination with genomic DNA. The quantity and purity of total RNA were analyzed by a NanoDrop® ND-1000 spectrophotometer (Thermo Scientific, MA, USA), and integrity of RNA was accessed with Bioanalyzer 2100 and RNA Nano6000 LabChip Kit (Agilent, CA, USA). Only samples that had the OD260/280 > 1.8, OD260/230 > 2.0, and the RNA Integrity Number (RIN) > 7.0 were used for further sequencing (Additional file 10). Four RNA samples of one-day-old chicks’ liver were mixed equally together as a pooled RNA sample according to the purity of total RNA, and the RNA samples of adult chickens’ livers were directly used for library construction. In total, we gathered three RNA samples from three adult roosters and three pooled RNA samples from 12 one-day-old roosters for further library construction.

Approximately 3 μg of total RNA was used to prepare an LncRNA library. According to protocol of Epicentre Ribo-zero™ Gold Kit (Illumine, San Diego, USA), ribosomal RNA was removed and the rRNA-depleted RNA (Poly A^+^ and Poly A^−^ RNA) were collected [24, 25, 42]. Subsequently, high strand-specificity libraries were generated using the rRNA-depleted RNA and a NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA) following the manufacturer’s recommendations. Briefly, the rRNA-depleted RNA was fragmented using divalent cations under elevated temperature in NEBNext. First-strand cDNA was synthesized using random hexamer primers and M-MuLV reverse transcriptase (RNase H−). Subsequently, second-strand cDNA synthesis was performed using second-strand synthesis reaction buffer, DNA polymerase I, and RNase H. Remaining overhangs were converted into blunt ends by exonuclease/polymerase activity. After adenylation of the 3′ ends of the DNA fragments, NEBNext adaptors with hairpin loop structures were ligated to the fragments to prepare them for hybridization. To select cDNA fragments that are 150–200 bp in length, the fragments in each of the library were purified with an AMPure XP system (Beckman Coulter, Brea, CA, USA). Then 3 μl USER Enzyme (NEB, Ipswich, MA, USA) was used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C before PCR. The qPCRs were performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers, and Index (X) Primer. The PCR products were purified (AMPure XP system) and library quality was assessed on an Agilent Bioanalyzer 2100 system. Clustering of the index-coded samples was performed on a cBot Cluster Generation System using a TruSeq PE Cluster Kit v3-cBot-HS (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. After cluster generation, the paired-end sequencing (2*150 bp) were performed on an Illumina Hiseq2500 at the LC-BIO (Hangzhou, China).

### Reads mapping and transcriptome assembling

The 150 bp paired-end raw reads were firstly processed through FastQC to obtain the clean data, by removing the reads that contain sequencing adapter contaminations or poly-N and the low quality reads whose Q value were less than 20. At the same time, Q20, Q30 and GC content of the clean data were calculated. The clean reads from six cDNA libraries were merged and mapped to the *Gallus gallus* 5 (http://www.ensembl.org/Gallus_gallus/Info/Index) using TopHat and Bowtie v2.0.6 [28, 72]. The mapped reads of each sample were assembled using StringTie [29].Then, all transcriptomes were merged to reconstruct a comprehensive transcriptome using perl scripts. After the final transcriptome was generated, StringTie [29] and Ballgown [73] were used to estimate the expression levels of all transcripts. Specifically, ribosomal RNA in sequencing data was removed. We aligned all reads to ribosomal RNA of chicken download from ensemble by bowtie2, then those aligned reads were removed from fastq files.

### Coding potential and identification of lncRNAs

The known protein-coding transcripts and the transcripts whose length were smaller than 200 bp were firstly removed, and the remaining unknown transcripts were used to screen for putative lncRNAs. Then, the coding potential for the remaining transcripts was calculated by CNCI [74] and CPC [75]. A transcript was deemed to be lncRNA if the coding potentials were scored to be less than − 1 by CPC software and the coding potentials were scored to be less than 0 by CNCI software, which suggest that this transcript has no capacity of coding for proteins. Briefly, those candidate transcripts whose length were longer than 200 nt and the intersection between both coding prediction tools CPC and CNCI were deemed to be lncRNA.

### Analysis of differential expression patterns

Expression levels of all transcripts, including putative lncRNAs and mRNAs, were quantified as FPKM using the StringTie [29]. Based on Negative binomial distribution, differential gene expression was determined using DESeq with a *P* value < 0.05 and log_2_foldchange > 1 or < − 1 [76].

### GO and KEGG enrichment analysis of differentially expressed mRNA

Functional annotation of differentially expressed mRNA were performed based on Gene Ontology (GO) database and enriched pathways were analyzed using Kyoto Encyclopedia of Genes and Genomes database (KEGG).GO enrichment analysis for the screened differentially expressed mRNAs was carried out using GOseq platform [33]. The KEGG pathway enrichment analysis for the differentially expressed mRNAs was performed by using KOBAS software [34]. In these two analyses, *P* < 0.05 were defined as significantly enriched GO terms or KEGG pathways.

### Target gene prediction and functional enrichment analysis

To explore the function of lncRNAs, we predicted the target genes of lncRNAs in cis and trans. Cis-acting lncRNAs target neighboring genes [30]. We searched for coding genes 100-kb upstream and downstream of all the identified differentially expressed lncRNAs by using python script, according to the previously described method [77]. Some lncRNAs play trans-roles in regulating target genes through complementary base pairing (part region, default max trace back 50 nt). In the present study, based on the sequences of our identified differentially expressed mRNAs and lncRNAs, trans-regulated targets of the lncRNAs were identified according to the free energy (< − 11 kcal/mol) that needed to form the secondary structure using RIsearch [61]. Moreover, those lncRNAs and genes should house in different chromosomes. Briefly, the parameters of RIsearch were set as: “ext_len=50, ext_penalty=30, RIsearch_energy= -11”; and the linux shell command was ~/Softare/RIsearch1–1/RIsearch -q lncRNA.fasta -t mRNA.fasta -d 30 -l 50 > RIsearch_run_out.txt.

Then, we performed Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses of the target genes for lncRNAs [76]. GO terms were enriched when *P* value was less than 0.05 using GOseq platform [33] and The KEGG pathways with a *P* < 0.05 were defined as significantly enriched pathways using KOBAS software [34].

### Real-time quantitative PCR

We selected 5 lncRNAs and 5 mRNAs represent different expression levels for further qRT-PCR analysis. Total RNA from 5 adult roosters’ and 20 one-day-old rooster’ livers were extracted using Trizol reagent (TaKaRa, Dalian, China). The RNA was quantified using a NanoDrop® ND-1000 spectrophotometer (Thermo Scientific, MA, USA) with the OD value set at 260 nm; the purity was assessed by determining the OD260/OD280 ratio and the quality (RNA degradation and contamination) was further assessed using formaldehyde-agarose gel electrophoresis. RNA samples from the 5 adult chickens and 20 one-day-old chicks were analyzed by qPCR.

About 1 μg of total RNA was reverse transcribed using the PrimeScript™ RT reagent Kit with gDNA eraser (TaKaRa, Dalian, China). qPCR were performed using SYBR® Green PCR Master Mix (TaKaRa, Dalian, China).A 25 μL PCR mixture was quickly prepared from 12.5 μL of SYBR® Premix ExTaq II (2×), 1 μL of forward primer (10 μM/L), 1 μL of reverse primer (10 μM/L), 1 μL of cDNA, and 9.5 μL of double-distilled water. Primers for β-actin (internal control genes) as well as the differentially expressed mRNAs and lncRNAs (Additional file 11) were designed using Primer-BLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/index.cgi?LINK_LOC=BlastHome). The PCR with amplifications was conducted in an iCycler iQ5 multicolor real-time PCR detection system (Bio-Rad Laboratories) and programmed as follows: 95 °C for 10 min; 40 cycles of 95 °C for 10 s; 60 °C for 30 s; 72 °C for 30 s; and 72 °C for 5 min. All samples were examined in triplicate.

All data were analyzed using the 2^−ΔΔCt^ method [78]. The statistical evaluation of experimental results was analyzed by Student’s T test using SPSS 20.0 statistical software. All data were expressed as means with standard error (SE). Differences were considered to be statistically significant at *P* < 0.05.

## Additional files

Additional file 1: **Table S1.** Summary of protein-coding genes identified in the chicken liver libraries. (XLSX 4278 kb)

Additional file 2: **Table S2.** Summary of lncRNAs identified in the chicken liver libraries. 1. Class code: “x” represent the antisense lncRNAs, “o” represent the sense lncRNAs, “j” represent the intronic lncRNAs, “i” represent the intron lncRNAs, and “u” represent the intergenic lncRNAs; 2. Known/Novel: We used reference genome download on Ensembl (galgal 5). However, there weas few annotated lncRNA in gga5 gtf files. As a result, all novel assembled transcripts (> 200 bp) by cufflinks with non protein-coding potential were labelled as novel lncRNAs. (XLSX 290 kb)

Additional file 3: **Table S3.** Sequence information of all expressed lncRNAs found in the present study. (FA 69436 kb)

Additional file 4: **Table S4.** Summary of differentially expressed protein-coding genes between mature livers and immature livers in chickens. (XLSX 498 kb)

Additional file 5: **Table S5.** Summary of differentially expressed lncRNAs between mature livers and immature livers in chickens. (XLSX 32 kb)

Additional file 6: **Table S6.** GO enrichment analysis (*P* < 0.05) of the differentially expressed mRNAs. S gene number: the number of significant differentially expressed mRNAs which match to a GO term; TS gene number: the number of significant differentially expressed mRNAs which have GO annotations; B gene number: the number of detected mRNAs which match to a GO term; TB gene number: the number of all detected mRNAs which have GO annotations. (XLSX 39 kb)

Additional file 7: **Table S7.** The differentially expressed target protein-coding genes of the differentially expressed lncRNA in the present study. (XLSX 3850 kb)

Additional file 8: **Table S8.** GO enrichment analysis (P < 0.05) of differentially expressed protein-coding genes targeted by differentially expressed lncRNAs in either trans- or cis- regulatory roles. S gene number: the number of significant differentially expressed lncRNAs whose cis- or trans-regulated mRNAs match to a GO term; TS gene number: the number of significant differentially expressed mRNAs lncRNAs whose cis- or trans-regulated mRNAs have GO annotations; B gene number: the number of detected lncRNAs whose cis- or trans-regulated mRNAs match to a GO term; TB gene number: the number of all detected lncRNAs whose cis- or trans-regulated mRNAs have GO annotations. (XLSX 19 kb)

Additional file 9: **Table S9.** LncRNAs and its potential target genes that are involved in some key pathways related to the postnatal liver development. (XLSX 897 kb)

Additional file 10: **Table S10.** Quality parameters of the RNA samples used in Ribo-zero RNA Sequencing. (XLSX 9 kb)

Additional file 11: **Table S11.** Primers used in the qRT-PCR analysis. (XLSX 10 kb)

How the deposited data were processed for this re-analysis (not part of the article)

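RNA of rooster livers was sequenced in 6 libraries, 3 of immature livers (pools of 4 livers of chicks aged 1 day) and 3 of mature livers (single livers at 40 weeks). The birds of the groups compared are different animals, so the replicate numbers name libraries and pair nothing. The authors' deposited tables hold 1480 mRNAs and 622 lncRNAs, all called differentially expressed before deposit. For each transcript they give the authors' FPKM of the immature and of the mature group, 1 value per group with no value per library. The deposited log2 fold change is the log2 of immature over mature FPKM as the authors computed it, with the groups in the reverse order of the one used here, and matched the ratio of the deposited FPKM to within 1.29e-05. The deposited p-value is the authors' unadjusted p of the comparison, and its lowest value is 5e-05. The submitters' processing notes name FastQC, TopHat, Bowtie2 2.0.6, Cufflinks, Cuffdiff and DESeq without giving their roles. The paper's methods describe StringTie, Ballgown and DESeq on Gallus gallus 5 for the published tables; the build behind the deposited coordinates is not given in the sources used here.

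The planned test of the deposited tables was limma on the libraries, which group values do not allow. The authors' p-values were used in its place, adjusted by the Benjamini-Hochberg method over 27353 mRNAs or 9063 lncRNAs, the numbers in the series' own text, with unlisted transcripts ranked after the listed ones. A transcript was called at an adjusted p under 0.05. Counts at the paper's thresholds used an unadjusted p under 0.05 and a difference over 1 or under -1 on log2(FPKM + 1). The fold changes that the paper lists per gene equal differences of mean log2(FPKM + 1) over libraries. For the deposited tables the difference was taken between the log2 values of the groups, since values per library are lacking. Differences are mature minus immature livers on log2(FPKM + 1). The direction of gene lists and of KEGG pathways was tested with a two-sided Fisher's exact test of members higher and lower against the other mRNAs of the table, or against the other mRNAs among the 327 with a KEGG term. There were 22 gene lists and 9 marker sets; the 24 of them with at least 3 listed mRNAs were tested, and 2 passed an adjusted p of 0.05. The result of 1 of these lists and of some of its genes is not reported here. For the paper's Table 2, 29 of 34 pathways could be tested and 3 passed. A screen of all 71 pathways with at least 5 listed mRNAs was added after seeing the data, and 7 passed. On shuffled directions the list test made a call in 1.5% of 200 shuffles. The shuffles treat genes as independent, as Fisher's exact test does. Genes of a list that move together can therefore give p-values that are too small, which the shuffles cannot show.

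Values per library came from the paper's supplementary tables: the first 1999 of the 2220 rows of Table S2, 791 of the 1570 rows of Table S4, 912 of the 21938 rows of Table S1 and all 214 rows of Table S5. No overlap or enrichment test was run on the partial tables. Their FPKM were tested with limma on log2(FPKM + 1), with 1 coefficient for mature minus immature livers and an empirical Bayes spread; these fits were chosen after seeing that the deposited tables hold no library values. Adjustment was over the 1999 rows of Table S2 for lncRNAs, and counted all 21938 mRNAs of Table S1 for Table S4. The rows of Tables S4 and S5 had been chosen by the study on the same libraries and are no independent evidence of a change. In a test on simulated data for the rows of Table S2, limma called 36 of 100 lncRNAs changed by 1 on the log2 scale and 68 of 100 changed by 2, all in the right direction, with 5 false calls. The changes were planted only in lncRNAs with a mean log2(FPKM + 1) over 1. The simulated noise was independent, with no shift between libraries. These numbers therefore do not cover lncRNAs of lower levels or false calls from such a shift. Reads per library came from the paper's Table 1. FPKM carry no counts, so no counting interval is given, and with 3 libraries against 3 an exact permutation test cannot give a p under 0.1.

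Genes to name were chosen from the 10 largest and 10 most negative called mRNAs with a symbol, the genes the paper names, the 4 listed members of each list with the smallest p, the 5 largest and 5 most negative lncRNAs, those measured by qRT-PCR and those of the cis pairs; not all of them are named in the text. The further condition of this rule, that the libraries of the groups do not overlap, could not be applied to group values. The rule was set after the values of many of these genes in Tables S4 and S5 had been seen; other genes that are named were chosen after their values were seen. Alternatives were pseudocounts of 0.1, 0.01 and none, a minimum mean FPKM of 1, scaling of the libraries by medians of ratios from Tables S1 and S2, adjustment over the table alone, no shared spread, a prior from Table S1, the replicate block and leaving out each library. A sequence known as the conserved 5' end of 18S ribosomal RNA was taken from textbook knowledge. The bounds of 2 tests were changed after their values were seen: that of 18S ribosomal RNA, from 1 primer to both primers holding the sequence, and that of W chromosome copies, whose bound against the explanation was set aside. The changed bound of 18S ribosomal RNA could not be met by the primers of 1 product. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used. A reference genome was not used here.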

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

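The test of copies placed on the W chromosome was chosen after the result was seen, and the test of female chicks before it. In data the paper does not discuss, 4 W chromosome transcripts were above 0 in the deposited immature livers and listed at 0 in mature livers, although all birds are described as roosters, which carry no W chromosome. The highest was ENSGALG00000014184 at 1.62 FPKM (345214 to 411011), followed by ENSGALG00000014441 at 1.41 FPKM, the lncRNA TCONS_00065314 at 1.07 FPKM and ENSGALG00000009227 at 0.671 FPKM. Livers of female chicks in the pools of 4 stay open as a candidate explanation: in Table S2, MSTRG.16668.1 was detected in all 3 immature libraries and close to 0 in the mature ones, but MSTRG.16610.1 reached 1.33 FPKM in IM1 and 1.67 FPKM in M1, and the summed W chromosome FPKM of the highest mature library was 47.3% of that of the highest immature library. Reads of Z chromosome or autosome copies placed on the W chromosome also stay open: 0 of the 4 deposited transcripts had a mature value above 10% of the immature one, which met the bound first written against copies, and that bound was set aside after the value was seen because the table lists only transcripts called different and so leaves out any with like levels. A difference of age within males was not tested and cannot be told apart from either, because every immature library is a pool of chicks.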

How the results depend on the processing

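Added after the data had been seen were the limma fits on the paper's tables with their alternatives, and the counts without a pseudocount. No named gene and no direction test reversed its direction, although a change of pseudocount cannot reverse the deposited group values. At the paper's thresholds the mRNAs higher and lower in mature livers (532 and 441) became 809 and 668 with a pseudocount of 0.01 and 811 and 668 without one, and 267 were lower with the libraries scaled. The lncRNAs (95 and 86) became 274 and 293 with a pseudocount of 0.1, 300 and 321 with 0.01 and 300 and 322 without one, so that more were lower than higher, and 38 were lower with scaling. The scaling factors come from the published FPKM (for mRNAs from 531 transcripts of Table S1; only 37 of its rows at hand have a mean FPKM over 1), and the deposited mRNAs already exceed Table S4 by a median of 0.335, so the scaled counts of the deposited tables are no correction of them. The called lncRNAs (142 and 160) became 43 and 49 with a mean FPKM of at least 1. Adjusted over the table alone they were 300 and 322, which are all that it lists. The Table 2 pathways past the threshold fell from 3 to 1 with only called mRNAs tested. Of 258 adjusted p-values of direction, 255 kept their side of the threshold. Those with another pseudocount repeat the main result by construction, since a pseudocount cannot change which group value is larger. The medians of mRNAs and lncRNAs differed by 1.95 (immature) and 2.19 (mature) with a pseudocount of 0.1, and by 2.07 and 2.32 with 0.01. For Table S2 limma called 10 and 63, and 42 and 260 passed the paper's thresholds by its unadjusted p. Pseudocounts of 0.1 and 0.01 gave 90 and 454, and 87 and 393, at the thresholds. Scaling, with factors from the same lncRNAs, gave 17 called lower, and 84 and 87 at the thresholds. No shared spread gave 4 and 27 called. With the replicate block 111 were called lower; the numbers pair no animals and same-number libraries had correlations of deviations of 0.207, 0.0802 and 0.314, although each library correlated best with its own number, a hint from the data and not from the design. Leaving out 1 library left 1 to 10 called higher, 8 to 25 called lower, 30 to 46 higher at the thresholds and 163 to 323 lower. Of 10 splits of the libraries into 3 and 3, only the real one called as many lncRNAs (1 split; 73 against at most 2 in any other), and 10 splits are too few for a share under 0.05. Of 464 values of named deposited genes, 456 kept their side and 8 passed when adjusted over the table alone. These calls rest on the authors' p-values, which neither a pseudocount nor scaling changes. Adjustment over the table alone can only add calls, so the 456 were fixed in advance. Of 533 values of 41 genes in Table S4, 437 kept their side and 96 lost the call. Without a shared spread 37 of these 41 genes lost it, so most of these calls rest on the spread shared between the selected rows. Leaving out libraries, the block, other spread estimates and the test of medians across libraries could not be run on the deposited group values. The causes of these moves were not tested.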

Differences from the paper's values

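No test of a cause is reported here; the counts without a pseudocount were chosen after the values were seen. At the paper's thresholds, the paper's Results give 1189 mRNAs lower in mature livers, and 441 were lower in the deposited table; none of the alternatives set before the data were examined (pseudocounts of 0.1 and 0.01, a mean FPKM of at least 1, library scaling) removes the difference. The paper's 381 mRNAs higher stand against 532, a ratio within 1.5, which also holds with the FPKM minimum but not with scaling or the smaller pseudocounts. The paper's Results give 34 lncRNAs higher and 180 lower, against 95 and 86 here, and none of these alternatives removes either difference. The values of the paper's Table S5 themselves give 34 and 180; the deposited table, with 622 lncRNAs listed, comes from another version of the analysis. The paper's Discussion gives 300 lncRNAs higher and 322 lower, the numbers of lncRNAs that the deposited table lists, against 95 and 86 here past the thresholds on log2(FPKM + 1). With a pseudocount of 0.1 (274 and 293) or 0.01 (300 and 321) these pairs no longer differ, and they differ with the FPKM minimum and with scaling. Without a pseudocount, chosen after seeing the values, the counts are 300 and 322, and none of the listed lncRNAs drops out.

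For the following pathways of the paper's Table 2, but not for its other pathways, the paper's number of differentially expressed mRNAs was over 1.5 times the number with that KEGG term in the deposited table. The paper's counts come from a larger set of annotated mRNAs than the 327 with a KEGG term in the deposited table, so a smaller count need not be a smaller share, and shares were not compared. The paper's 34 mRNAs of oxidative phosphorylation stand against 16, its 19 of valine, leucine and isoleucine degradation against 11, its 30 of carbon metabolism against 17, its 13 of propanoate metabolism against 5 and its 19 of the PPAR signaling pathway against 12. The paper gives 12 for glyoxylate and dicarboxylate metabolism against 4, 13 for pyruvate metabolism against 7, 12 for fatty acid degradation against 7, 12 for ferroptosis against 0, and 12 for glycine, serine and threonine metabolism against 6. It gives 13 for fatty acid metabolism against 7, 11 for tryptophan metabolism against 7, 12 for lysine degradation against 6, 20 for pyrimidine metabolism against 7, and 17 for the peroxisome against 5. The paper's 7 for mismatch repair stand against 1, its 17 for progesterone-mediated oocyte maturation against 6, its 25 for the phagosome against 15, its 6 for arginine biosynthesis against 0 and its 10 for glutathione metabolism against 5. The paper's 22 for necroptosis stand against 0, its 10 for homologous recombination against 3, its 7 for drug metabolism by other enzymes against 2 and its 8 for metabolism of xenobiotics by cytochrome P450 against 3. The terms of ferroptosis, arginine biosynthesis and necroptosis occur nowhere in the annotation of the deposited table, so a count of 0 says nothing of their genes. All alternatives run for these pathways, including a count of called mRNAs alone, also differ.

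The paper's Table S4 gives a log2 difference of 1.82 for PSPH, and the deposited group values give 2.23; every alternative differs as well, and the direction is the same. Table S4 also gives COTL1 as lower in mature livers, while the deposited group values are 9.12 FPKM in immature and 25.4 FPKM in mature livers; of 241 genes in both tables, 240 have the same direction. The paper's text gives 58 as the mean valid reads per library, in units of 1e6 reads, and by its Table 1 the means were 67.5 valid and 58.1 mapped in the same units.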

Other observations

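The pathway screen, the tests of the threshold, of copies of a sequence and of 18S ribosomal RNA were chosen after the results were seen; the test of a shift between the groups was not. Cytokine receptors and their signaling genes were higher in mature livers: of 22 deposited mRNAs of cytokine-cytokine receptor interaction 21 were higher and 15 of these were called (Fisher's exact p = 2.55e-06, adjusted p = 0.000181 over 71 pathways), with the chemokine receptor CXCR4 from 0.533 to 8.41 FPKM and the common gamma chain IL2RG from 8.41 to 43.9 FPKM, while INHBA, a subunit of activin, fell from 8.70 to 0.419 FPKM. In Jak-STAT signaling all 11 mRNAs were higher and 10 were called (exact p = 0.000370, adjusted p = 0.00854), among them JAK2, from 2.23 to 5.98 FPKM, and the phosphatase PTPN6, from 4.22 to 25.7 FPKM. Interferon receptors rose, IFNAR1 from 6.96 to 21.5 FPKM and IFNGR1 from 10.5 to 26.3 FPKM. Of the other pathways past the threshold, Herpes simplex infection had 16 higher and 2 lower mRNAs (adjusted p = 0.00854 from the exact test) and endocytosis 8 and 0 (adjusted p = 0.0355 from the exact test), with hsp70 from 11.3 to 205 FPKM. Lysosome genes fell short of the threshold with 9 higher and 1 lower (adjusted p = 0.0711 from the exact test), with the acid lipase LIPA from 11.5 to 79.0 FPKM. These pathways share genes with each other and with the leukocyte markers.

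Plasma protein genes had 7 of 42 members listed, 6 higher and 1 lower (exact p = 0.137, adjusted p = 0.273). Of the higher ones 5 were called, as was the lower one, AHSG, a fetal plasma glycoprotein (6 and 1 when adjusted over the list alone). AHSG went from 2625 to 269 FPKM and the heme carrier HPX from 2521 to 7144 FPKM. Of 12 genes of fetal and early-postnatal liver, 4 were listed with 5 transcripts, 1 higher and 4 lower (exact p = 0.182, adjusted p = 0.335). The higher transcript and 2 of the lower ones were called (1 and 4 when adjusted over the list alone). A transcript of IGF2BP3 fell from 1.43 to 0.292 FPKM, and GPC3 rose from 0.407 to 2.23 FPKM. In the growth and thyroid hormone axis 4 of 14 genes were listed, 3 rose and 1 fell (3 and 1 when adjusted over the list alone; exact p = 0.632, adjusted p = 0.798), with IGFBP4 from 13.7 to 97.3 FPKM and the thyroid hormone receptor THRA from 17.6 to 7.21 FPKM. ONECUT2, from 3.82 to 19.3 FPKM, was the listed gene among 16 liver-enriched transcription factors. The chaperone HYOU1 and the translocon protein SSR1 fell, 2 of 17 genes of the endoplasmic reticulum. Of other cell markers, the collagen gene COL1A2 fell from 52.5 to 8.81 FPKM while TIMP3 and FBLN5 rose (3 of 20 stellate cell and fibroblast genes listed; exact p = 1), VWF and LYVE1 rose among 16 endothelial genes (3 listed; exact p = 1), and CDH1 fell from 84.1 to 28.7 FPKM as the listed gene of 14 cholangiocyte genes. None of 62 cytosolic ribosomal protein genes and none of 8 thrombocyte genes was listed.

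The published mRNA list has a smaller share higher in mature livers than the deposited table. The threshold on log2(FPKM + 1) hardly moved the share higher in mature livers. This share was 54.9% of the deposited mRNAs listed and 54.7% of those past the threshold, which argues against the threshold as the explanation. A shift between the groups in the published FPKM remains a candidate explanation: over 241 genes in both the deposited table and the rows of Table S4 at hand, the deposited log2 difference exceeded that of Table S4 by a median of 0.34 (0.335; 95% bootstrap interval 0.31 to 0.37), and the differences had a correlation of 0.978 across genes, which are not independent replicates. The analysis versions also differ in assembly and quantification, and a difference in the RNA content of the groups was not tested.

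The reverse complement shared by the primers of MSTRG.12721.1 and MSTRG.13863.1 may mean that they are copies of 1 sequence. The ratio of their FPKM was 1.26, 1.32 and 1.28 in the immature and 1.45, 1.98 and 0.697 in the mature libraries, a coefficient of variation of 30.8%, which lies between the values set for copies and for separate transcripts and decides nothing. MSTRG.12856.1 may be 18S ribosomal RNA left after ribosomal RNA removal: 1 of its primers holds the conserved 5' end, the only such match among the 22 primers of 11 targets, but the match had been noticed before it was counted and rests on a textbook sequence. The test first asked for 1 primer, which was met, and was changed to ask for both after that count was seen. Both primers of a product cannot hold the same end, so the changed test could not be met and decides nothing. The explanation stays open, since the match was not aligned to a reference sequence. No biological explanation was tested for either. MSTRG.13471.1 and MSTRG.16273.2, both on unplaced contigs, had 5.62 ± 2.81 (SD, n = 3) and 10.1 ± 2.32 (SD, n = 3) FPKM in immature livers and were listed at 0 in all 3 mature libraries.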
